A study of Mus musculus with 12 samples.

How the data were processed

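RNA was measured in 12 samples of mouse hindbrain neurons at the embryonic stage E17.5. Per the labels, cells carrying the red fluorescent protein tdTomato under control of Pet1-driven Cre recombinase, which marks serotonergic neurons, were sorted by flow cytometry, and total RNA was amplified with the TRIO kit (Nugen) before sequencing. The samples fall into 4 genotypes of 3 replicates each: control, and embryos heterozygous for the Lmx1b alleles N246K, R200Q or Delta. The labels do not say what the Delta allele removes.

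The values came from 1 table of the authors' own comparisons, laid out like the gene test output of Cuffdiff; the labels name no tool, so this is read from the file headers alone. Per the file headers, the authors compared control with each mutant genotype, giving 3 comparisons of 23357 genes. For each gene the authors deposited 1 pooled expression value per genotype, taken here to be FPKM from the layout. The authors also deposited a log2 fold change, a test score, and a p-value with its q-value. How the authors normalized, filtered and tested is not stated. The log2 fold changes equal the log2 ratio of the pooled values within 0.000013. Loci were compared with the GRCm38 RefSeq table: 21460 genes matched by symbol, 99.5% of them on the same chromosome and 62.8% with an identical start or end. The starts in the table count from 0 and are given here from 1. Loci can span overlapping genes, and the use of strand in the counting is not stated.

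No per-sample values or counts were used here, so the depth of each sample is unknown, no SD can be given, and no replicate could be compared with another. The tests planned before the data were examined, which were models fitted to the samples, gene set tests, the 3 contrasts between mutants, a test over the 4 genotypes, exact permutation tests and counts over other splits of the samples, could not be run. The authors' q-value under 0.05 took their place. Gene tests were read only where the deposited status marked them as tested. The smallest p-value in the table is 5e-05, reached by 828 tests, so genes at that value cannot be ranked by it. The q-values are shared over comparisons: Benjamini-Hochberg adjustment over the 36414 tests of the 3 comparisons gave the same 2778 calls, although the q-value at the smallest p-value was 0.0022 in place of the deposited 0.00198.

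Gene lists were fixed before the data were examined: 20 serotonergic, 40 axon and 30 presynaptic genes, and 8 lists of 10 markers of other cell types (astroglia and progenitors, oligodendroglia, microglia, vascular, erythroid, glutamatergic, GABAergic and glycinergic, and cholinergic motor cells). For each list the median log2 fold change of its tested genes was placed among 10000 random lists of the same size matched on mean expression in 20 classes, as a description with no p-value. Correlations of fold changes across genes were set beside 100 simulations of unchanged groups that share the control, with 50% of the variance from the control and the gene errors implied by the fold changes and test scores. Longest transcript length and GC content came from the GENCODE M21 transcripts and were found for 99.3% of the tested genes of each comparison. Tested genes were also parted into 5 equal classes of GC content or length. Trends of log2 fold change with GC content and length were fitted by a robust cubic regression and subtracted. The fitted intercept was subtracted as well, so removing the trends also recentres the fold changes. Alternatives were a mean of at least 5 FPKM, a q-value under 0.01, adjustment within each comparison, a minimum of 1.5-fold, recentring on the median of all tested genes, removal of the GC and length trends, random lists matched also on length and GC, a pseudocount of 1, 75% of the variance from the control, and correlations over the genes tested in all 3 comparisons. All but the first and Spearman's rho were chosen after the data were seen, as was the use of the first for shared calls.

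The genes named are Lmx1b, the 3 with the smallest q-value in each direction of each comparison with at least 1 FPKM in the higher pool, and each called gene of the 3 main lists. The rule also asked that replicates not overlap, which could not be applied. Ties at the smallest p-value were ordered by the size of the deposited test score, a choice made after the table was seen. Genes outside the rule are named as chosen after their values were seen.

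The readings of several tests in the closing section were changed after a first run had been seen. The limits that turn a value into a reading were set when each test was coded and not with its prediction. Recentring was dropped as a test of scaling because it moved no call across 0. Length bias was first read from the class of shortest transcripts alone. The readings of the opposite calls and of the synapse list were withdrawn. A small RNA gene with the coordinates of Rpl3 was first counted as its neighbour. Pseudogenes were counted in a second way. Tests of Fev with Slc18a2 and of vascular markers against the shared control were added, rho was set against the simulated maximum, and the neighbours' lowest value gave way to their median. The errors of Xist and the Y-linked genes were later drawn together in place of single-gene errors, and the share of calls on X and Y is no longer read as excluding sex. The mean of the 5 called presynaptic genes with the trends removed was added last and set against 2 times its implied error, a test and a limit chosen when the values of those genes were known. The values of the first versions are printed with those tests, except for the single-gene errors of Xist and the Y-linked genes.

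The functions were tested on simulated data over 11732 genes, of which 200 were changed by 2 on the log2 scale. Of these 99.5% were recovered, and 4.78% of the calls were unchanged genes. The 99.5% does not speak to smaller changes. Calls in the simulation used values with the trends removed and a known error. Neither rate therefore speaks to the calls reported here, which rest on the authors' q-values. The software was Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6, matplotlib 3.10.9 and blastn 2.17.0.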

Results

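Serotonergic neurons sorted from the hindbrain of mouse embryos at stage E17.5 were profiled by RNA sequencing in 4 genotypes, with 3 samples in each. Lmx1b encodes a transcription factor, and the 3 mutant genotypes were heterozygous for the substitutions N246K or R200Q or for an allele named Delta. Each genotype is represented by 1 pooled FPKM value per gene, so no spread between replicates can be given for any value below, and significance rests on the authors' q-values. The control pool held 11910 genes at 1 FPKM or more, the N246K pool 12050, the R200Q pool 12293 and the Delta pool 11980, from the authors' deposited table. Sequencing depth per sample is unknown.

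The level of Lmx1b (chromosome 2, 33564536 to 33640511, GRCm38) was examined first. The authors' deposited table gives 88.2 FPKM in control, 127 in N246K, 92.2 in R200Q and 86.6 in Delta. The N246K value was higher by a log2 fold change of 0.53 with a q-value of 0.0231 in the authors' deposited table. With the GC and length trends removed, that change was 0.26. Neither R200Q (log2 fold change 0.06, q-value 0.897) nor Delta (-0.03, q-value 0.966) differed from control in the authors' deposited table. The level therefore does not check the Delta label, and the pool is called the pool labelled Delta, or Delta-labelled, wherever a direction is drawn from it.

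The first question was how many genes each allele changed. Against control, 1247 of 12131 tested genes had a q-value under 0.05 in N246K, 885 of 12252 in R200Q and 646 of 12031 in the Delta-labelled pool, counted from the authors' deposited table. In N246K 593 were higher and 654 lower, in R200Q 640 and 245, and in the Delta-labelled pool 469 and 177, by the authors' deposited table. Calls had a median absolute log2 fold change of 0.72, 0.75 and 0.59 in that order. A q-value under 0.01 moved the counts most among the changes of threshold, to 620, 439 and 220. The balance of directions in N246K depended on the setting: 327 calls were higher and 293 lower with a q-value under 0.01, 339 and 522 with a mean of at least 5 FPKM, and 363 and 267 at 1.5-fold or more with the GC and length trends removed. Requiring a mean of at least 5 FPKM left 485 calls in R200Q, of which 53.6% were higher, against 72.3% of all its calls. In the Delta-labelled pool, 44.1% of the 202 calls that were at least 1.5-fold once the GC and length trends were removed were higher, against 61.6% of the 346 calls of at least 1.5-fold without that removal and 72.6% of all its calls.

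**Figure D1:**
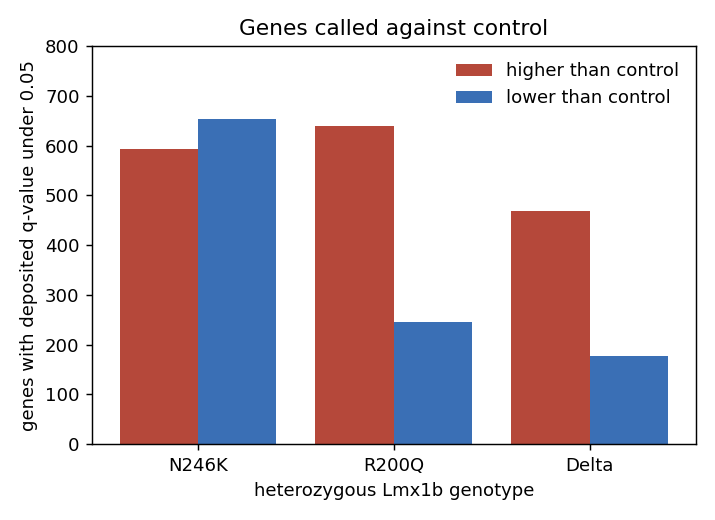
Bars show the number of genes, on a linear axis from 0, with a deposited q-value under 0.05 in each heterozygous genotype against control, split by direction. Higher calls outnumber lower ones in R200Q (640 and 245) and in the Delta-labelled pool (469 and 177), and not in N246K (593 and 654).

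By q-value, with ties ordered by the size of the test score and not by fold change, the genes named for N246K were the higher Ahdc1 (chromosome 4; log2 fold change 1.48), Zic1 (chromosome 9; 2.57) and Sparc (chromosome 11; 1.67) in the authors' deposited table. The lower ones there were Cwc22 (chromosome 2), which went from 11.4 to 1.33 FPKM, Rpl3 (chromosome 15), from 23.5 to 2.81 FPKM, and the small nuclear RNA Rnu12 (chromosome 15; -1.68), by the authors' deposited table. By the same order, the genes named for R200Q were the higher Sparc (2.13), Igf2 (3.09) and Nfia (1.22) and the lower Rnu12 (-1.79), Penk (-1.08) and Bex1 (-1.01), with log2 fold changes from the authors' deposited table. The corresponding genes of the Delta-labelled pool were Sostdc1 (1.54), Gata3 (0.86) and Tshz1 (1.09), and Rnu12 (-2.10), Ubb (-1.65) and Pla2g4e (-1.54), in the authors' deposited table. All of these had the smallest q-value the table holds, 0.00198, which is shared by 828 tests of the authors' deposited table. Zic1, Rpl3, Igf2, Nfia, Bex1 and Pla2g4e overlap other annotated genes, so their values are uncertain.

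The second question, raised by the cell type sorted, was whether serotonergic genes changed. Tph2, which encodes the enzyme of serotonin synthesis, stood at 347 FPKM in control, 207 in N246K, 250 in R200Q and 179 in the Delta-labelled pool, per the authors' deposited table. The serotonin transporter gene Slc6a4 stood at 850, 586, 518 and 363 FPKM, and Ddc at 555, 366, 393 and 338 FPKM, in the same order of the authors' deposited table. All 9 of these changes had a q-value under 0.05, the weakest being Tph2 in R200Q at 0.0447, in the authors' deposited table. Removing the GC and length trends left each of them lower, the smallest change being -0.43. Lmx1b, Slc6a4 and Ddc overlap other annotated genes, and how the counting shared their reads is not stated. Fev was not called in any pool, with log2 fold changes of 0.08, -0.22 and -0.03 in the authors' deposited table. Gata3 was called higher in each mutant pool. Gata2 and En1 were called higher in N246K and in the Delta-labelled pool, Insm1 higher and Htr5b lower in N246K and R200Q, Maob lower in N246K and in the Delta-labelled pool, Maoa lower in N246K and Slc22a3 lower in the Delta-labelled pool, all from the authors' deposited table. Whether an effect called in one pool and not in another differs between them was not tested.

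**Figure D2:**
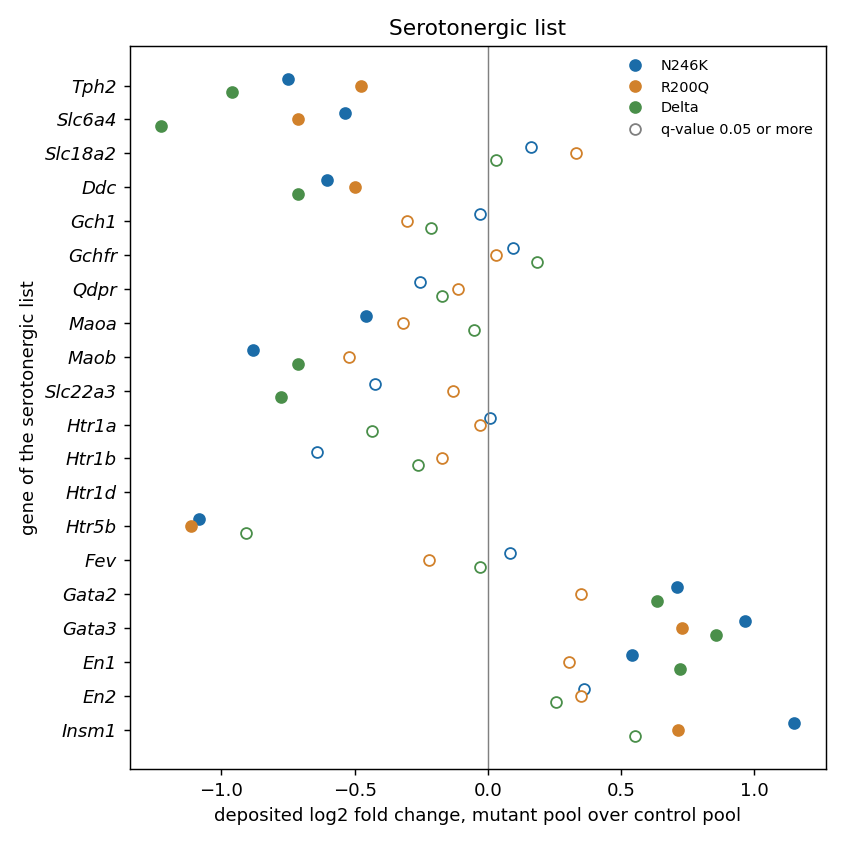
Points show the deposited log2 fold change (horizontal axis) of each tested gene of the serotonergic list (vertical axis) in the N246K, R200Q and Delta-labelled pools, filled where the deposited q-value is under 0.05. Tph2, Slc6a4 and Ddc lie below 0 in each pool and Gata3 above 0.

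As a whole the serotonergic list had a median log2 fold change of -0.03 in N246K, -0.13 in R200Q and -0.17 in the Delta-labelled pool over 19 tested genes. These medians lay at percentiles 69.1, 28.6 and 1.44 of the random lists. Of the tested genes, 10, 6 and 8 were called, and 12, 7 and 11 when adjusted over the list alone. With a pseudocount of 1 and all listed genes, the median of the Delta-labelled pool was -0.11 at percentile 9.76. With the GC and length trends removed it was -0.35, below all random lists, and against lists matched also on length and GC content the percentile was 1.35.

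Axon and presynaptic genes were examined because the title of the series concerns serotonergic axons. Over 40 axon genes the median was -0.07 in N246K, 0.08 in R200Q and 0.04 in the Delta-labelled pool, at percentiles 41.8, 98.3 and 62.5. In R200Q the percentile was 49.6 when the random lists were also matched on length and GC content. Calls numbered 5, 3 and 2, and 6, 3 and 2 adjusted over the list alone. Nefm, Map1b, Epha3 and Chl1 were lower and Ephb1 higher in N246K, Nrp1, Plxna2 and Epha4 higher in R200Q, and Epha4 higher and Ret lower in the Delta-labelled pool, all from the authors' deposited table. Over 30 presynaptic genes the medians were -0.09, -0.03 and -0.04, at percentiles 41.4, 87.7 and 39.1. Syt1, Snap25, Cplx2, Rims1 and Pclo were called lower in N246K, with log2 fold changes from -0.76 to -0.63 in the authors' deposited table. Adjusted over the list alone, 8 presynaptic genes were called there. No presynaptic gene was called in R200Q or in the Delta-labelled pool, where 4 and 5 had an unadjusted p-value under 0.05. Of the 9 list medians, 2 lay outside the central 95% of random lists.

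The third question was how far the alleles shared their effects. Across genes, which are not independent replicates, Pearson's r of the log2 fold changes was 0.77 for N246K and R200Q, 0.49 for N246K and the Delta-labelled pool, and 0.61 for R200Q and the Delta-labelled pool. Unchanged groups sharing the control gave simulated values of 0.50, 0.50 and 0.49, at most 0.61, 0.59 and 0.60. Over the 11791 genes tested in all 3 comparisons r was 0.73, 0.47 and 0.60, against simulated maxima of 0.71, 0.64 and 0.60, so the last no longer exceeded the simulation. With 75% of the variance from the control the simulated values were 0.75, 0.75 and 0.75. Spearman's rho was 0.65, 0.34 and 0.66, against simulated values of 0.47, 0.47 and 0.46. Calls shared by N246K and R200Q numbered 493, of which 491 had the same direction, against 229.9 in the simulation and 425 with the larger control share. N246K shared 190 calls with the Delta-labelled pool, against 182.4 simulated and 344 with the larger control share. R200Q shared 217 with it, against 136.8 and 274, so neither number exceeded the simulation with the larger control share. In total 117 genes were called in all 3 comparisons, 57 of them higher and 54 lower in each pool. No simulated value was made for that count, so it cannot separate shared effects from the shared control.

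**Figure D3:**
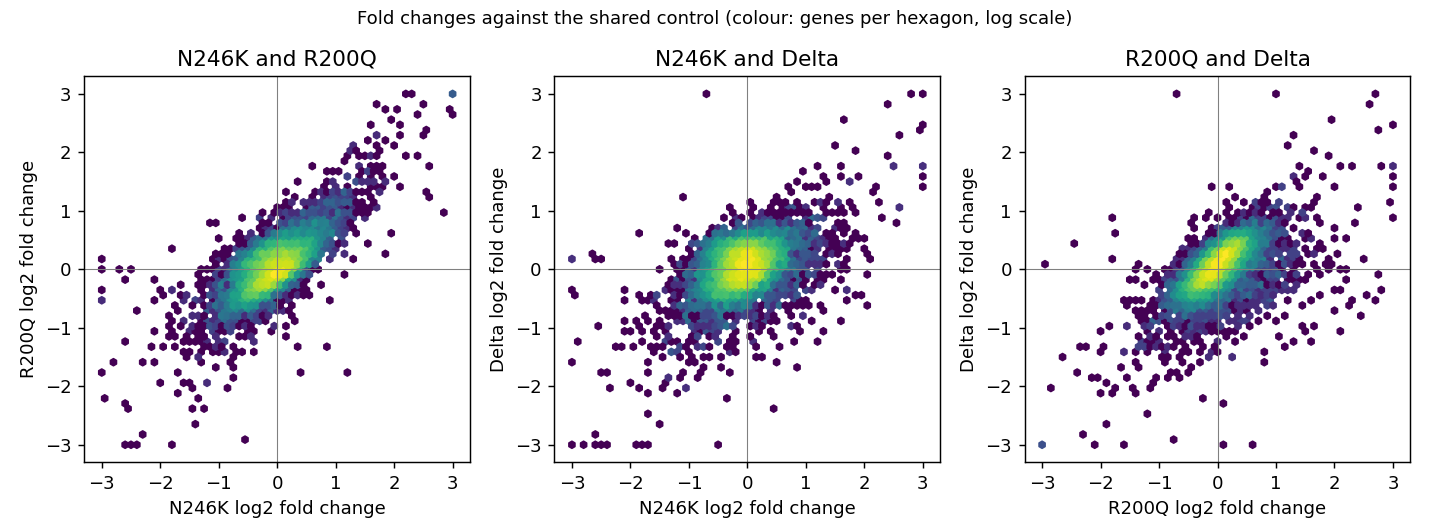
Each panel plots the log2 fold changes of 2 genotypes against the shared control for 11791 genes tested in all 3 comparisons, with values beyond 3 drawn at the edge and colour giving genes per hexagon on a log scale. Over the genes plotted Pearson's r was 0.73 for N246K and R200Q, 0.47 for N246K and the Delta-labelled pool, and 0.60 for R200Q and the Delta-labelled pool.

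Fold changes followed the composition of the transcripts. Spearman's rho of log2 fold change with GC content across genes was 0.30 in N246K, -0.18 in R200Q and -0.45 in the Delta-labelled pool, and with transcript length 0.14, 0.32 and 0.27. With mean expression it was -0.10, -0.35 and -0.18, so genes of low expression tended to be higher, most clearly in R200Q. In the lowest of 5 classes of GC content, 23 calls were higher and 221 lower in N246K, while 252 were higher and 8 lower in the Delta-labelled pool.

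**Figure D4:**
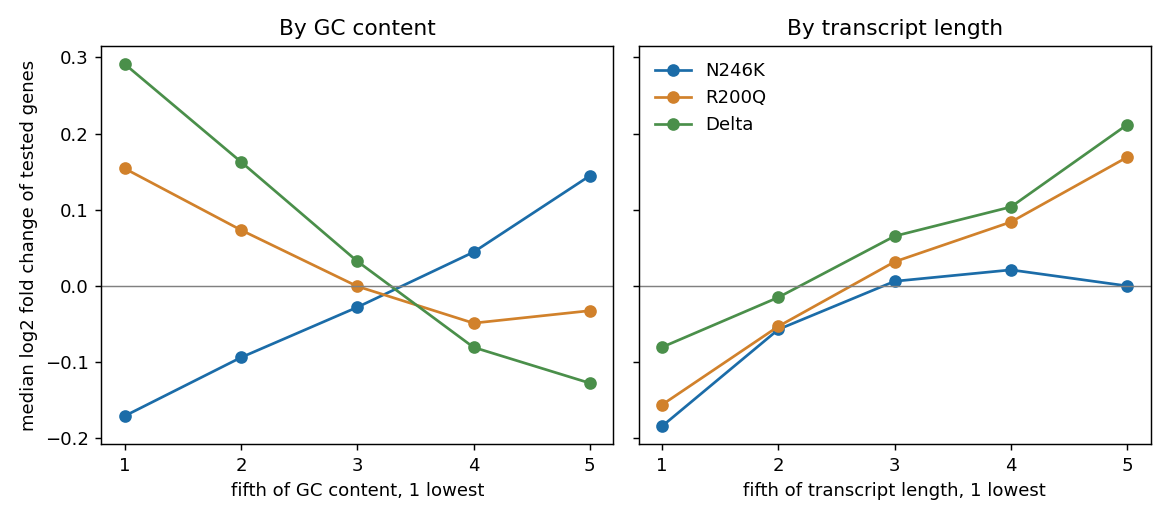
Lines show the median log2 fold change of tested genes (vertical axis) in each of 5 classes of GC content (left) or transcript length (right) for the N246K, R200Q and Delta-labelled pools. N246K rises with GC content from -0.17 to 0.14, while the Delta-labelled pool falls from 0.29 to -0.13.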

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

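The tests in this part were chosen after the opposite calls had been seen. Some genes were called in opposite directions in different mutant pools: 25 in N246K and the Delta-labelled pool, 10 in R200Q and the Delta-labelled pool, and 2 in N246K and R200Q. The difference between pools was not tested for any of them, since no values per sample were used.

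Of the 25 genes, 19 were lower in N246K and higher in the Delta-labelled pool. Their median GC content was 41.9%, against 56.8% for the 6 that went the other way and 50.2% for tested genes. The 2 pools have GC trends of opposite sign. GC content bias may therefore contribute. All 25 genes kept opposite signs once the GC and length trends were removed, but that removal changed the sign of no call in any pool, so the kept signs test nothing. The mean log2 gap between the pools went from 1.27 to 0.82, so 64.8% of it was left over the 25 genes together. That share merges genes that moved by different amounts. Among the 25, 6 were at least 1.5-fold in both pools. Of these, 3 stayed so, Apoe, Kdr and Mfsd2a, all higher in N246K. Bcan and Plxnd1, also higher in N246K, did not. Nor did Pak3, 1 of the 19, which went from -0.64 in N246K and 0.61 in the Delta-labelled pool to -0.41 and 0.19. Bias and an allele effect cannot be told apart for the 25 genes, because they were chosen from all genes for the opposition. The genotype and any difference in library preparation also fall on the same pools. Kdr, Mfsd2a and Pdgfra, all higher in N246K, are also on marker lists of other cell types. A differing share of such cells was not tested for the 25 genes.

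All 10 genes of the second group were higher in R200Q and lower in the Delta-labelled pool. They are Apoe, Bcan, Cav1, Kdr, Mfsd2a, Pdgfra, Plxnb3, Plxnd1, Sparcl1 and Tnc. With the trends removed, 5 of 7 that were at least 1.5-fold in both pools stayed so. Beyond that removal, no explanation was tested for these 10 genes as a set. Kdr, Pdgfra and Mfsd2a are on the vascular, oligodendroglial and second endothelial marker lists given further below. Those lists had medians of 2.60, 0.85 and 2.22 in R200Q, and of -0.50, -0.49 and -0.17 in the Delta-labelled pool. A differing share of other cells is therefore possible and was not tested for the 10 genes. The 2 genes of the third group, Gucy2f and Irs4, were lower in N246K and higher in R200Q. With the trends removed, the 1 of them that was at least 1.5-fold in both pools no longer was, which for 1 gene decides nothing. Beyond that removal, no technical or biological explanation was tested for the 2 genes.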

How the results depend on the processing

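No paired analysis was possible because the pooled values carry no replicate numbers. For the same reason the planned fits without each replicate, with sample weights, other normalizations, other tests, other pseudocounts, no filter, the controls split in parts and the other gene set tests were not run. A mean of at least 5 FPKM and Spearman's rho were chosen before the data were examined, and the other settings afterwards. The use of that mean for shared calls was also chosen afterwards. The cause was not tested for any change below, except where fewer genes or a narrower threshold make a count fall by construction.

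With a q-value under 0.01, calls numbered 620 in N246K, 439 in R200Q and 220 in the Delta-labelled pool, and shared calls 244 for N246K and R200Q, 70 for N246K and the Delta-labelled pool, and 71 for R200Q and the Delta-labelled pool. A mean of at least 5 FPKM left 485 calls in R200Q and 305 shared by N246K and R200Q. A minimum of 1.5-fold left 346 calls in the Delta-labelled pool. With that minimum after removing the GC and length trends, calls numbered 630, 534 and 202. Adjustment within each comparison gave 1412, 851 and 474.

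Recentring changed the sign of the serotonergic median in N246K to 0.0028 and of the axon median in the Delta-labelled pool to -0.021. Removing the GC and length trends, which also recentres, changed the axon median to -0.053 in R200Q and -0.083 in the Delta-labelled pool. It changed Lmx1b in the Delta-labelled pool to 0.078. It also brought the synapse median of the Delta-labelled pool to -0.12, at percentile 1.78. The axon median of R200Q, 0.080, was no longer outside the random lists once these were matched on length and GC content, nor was it with a pseudocount of 1, at 0.072. That pseudocount also brought the serotonergic median of the Delta-labelled pool, -0.11, inside them, at percentile 9.76, while removing the trends moved it to -0.35, below all random lists, and matching on length and GC content left it at percentile 1.35.

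Removing the trends gave 0.816 for N246K and R200Q. It raised the correlation of N246K and the Delta-labelled pool to 0.62, above the values simulated with equal variances but not the 0.75 simulated with the larger control share, and lowered that of R200Q and the Delta-labelled pool to 0.58, inside them. Over the genes tested in all 3 comparisons the latter was 0.60, also inside, while that of N246K and R200Q was 0.73 and above the simulated maximum of 0.71. With 75% of the variance from the control, the 0.77 of N246K and R200Q was above the simulated 0.75 but not the simulated maximum of 0.82. The 0.61 of R200Q and the Delta-labelled pool was below the simulated 0.75.

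Of 56 effects of named genes other than Lmx1b, 5 moved by more than their implied error when the trends were removed, and none of the 56 changed direction, while Lmx1b did in the Delta-labelled pool, as given above. Kept directions test nothing here, since removing the trends changed the sign of no call in any pool. None of the 56 changed its call with adjustment within each comparison, nor did the 46 with a mean of at least 5 FPKM when the adjustment was recomputed over the tests left by that filter. Recentring moves these genes by far less than their changes and tests nothing for them.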

Other observations

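The tests of Xist, of the direction of calls, of the serotonergic share, of the 5 called presynaptic genes, of vascular markers in the Delta-labelled pool and of pseudogenes were chosen or changed after the values concerned had been seen. The other tests were written down earlier, although the correlations and the trends with GC content and length were already known.

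Xist and the Y-linked genes, chosen after their values were seen, do not move together. Xist was 9.35 FPKM in control, 56.0 in N246K, 49.4 in R200Q and 19.9 in the Delta-labelled pool of the authors' deposited table. The test first written asked for lower Y-linked genes in every mutant pool, and only N246K met it. There the median log2 fold change of Ddx3y, Eif2s3y, Kdm5d and Uty was -2.64, which is consistent with more female embryos in that pool. The shares that N246K implies would put the Y-linked genes at -1.84 in R200Q, where they stood at -0.039, and in the Delta-labelled pool at -0.30, where they stood at 0.25. Drawing the implied errors of Xist, of the Y-linked genes and of the N246K shares together 10000 times, as if independent, the lower bound of the 95% interval of the gap was 0.24 in R200Q and 0.07 in the Delta-labelled pool. A difference in sex alone is argued against in R200Q. It is left undecided in the Delta-labelled pool, where Xist itself had a q-value of 0.0615 in the authors' deposited table. With the GC and length trends removed, Xist was 0.64 there, and Ddx3y, Eif2s3y, Kdm5d and Uty were 0.21, -0.08, -0.02 and -0.24. In R200Q Xist was then 2.12 and the Y-linked genes lay from -0.38 to -0.16. The draws were not repeated on those values. The cause of the higher Xist stays open.

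Of the N246K calls, 5.13% lay on chromosomes X and Y, against 3.42% of tested genes. Sex and the allele cannot be told apart for the calls on autosomes, because that share says nothing of effects of sex on autosomal genes. Calls were not in excess near Lmx1b: 8.78% of 205 tested genes within 10 Mb of it were called, and 10.3% elsewhere. That argues against linkage as a source of many calls in that window. It cannot exclude linkage for a few genes or for a segment further out. Cwc22, lower in N246K, lies on chromosome 2 as Lmx1b does, outside the window.

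The correlation of 0.77 between N246K and R200Q exceeded what shared control libraries gave in the simulation with equal variances, but not the highest value, 0.82, simulated with 75% of the variance from the control. The 493 calls shared by these pools were above the 425 simulated with the larger control share. Spearman's rho for them, 0.65, was above the maximum of 0.49 simulated with equal variances. Shared controls and shared effects still cannot be told apart for the correlation, because the spread within each pool is unknown. With the trends removed it was 0.816, against that maximum of 0.815, a difference too small to settle it, and over genes with a mean of at least 5 FPKM it was 0.743, against a simulated 0.744 with the larger control share. The same holds for R200Q and the Delta-labelled pool at 0.61. Over the genes tested in all 3 comparisons it was 0.60 and within the simulated values. Going the other way, Spearman's rho was 0.66, against a simulated maximum of 0.49, and r over genes with a mean of at least 5 FPKM was 0.65, against a simulated 0.50. With the larger control share that simulation gave 0.75, above the observed value. The 0.49 of N246K and the Delta-labelled pool was no higher than shared controls alone gave. With the trends removed it was 0.62, above the maximum of 0.59 simulated with equal variances but below the 0.75 simulated with the larger control share. For N246K and R200Q a further source, RNA of other cell types, was not tested for the correlation or the shared calls. Vascular markers had medians of 1.65 and 2.60 in these pools, and oligodendroglial markers 0.61 and 0.85. In the Delta-labelled pool the medians were -0.50 and -0.49.

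More calls were higher than lower in R200Q and in the Delta-labelled pool. One scaling factor for every gene is argued against, since the share of higher calls went from 27.6% to 97.51% over the classes of GC content and length in R200Q and from 32% to 96.9% in the Delta-labelled pool. Recentring moved no call across 0 and left 72.3% and 72.6%, so it tests nothing. In R200Q GC content alone is argued against, with at least 61.7% of calls higher in each of the 5 classes of GC content. Length was first read as accounting for the R200Q excess, from 27.6% in the class of shortest transcripts, but 81.8% of calls of at least 1.5-fold with the trends removed were higher, against 78.1% without that removal. The R200Q excess went with low expression: log2 fold change had a rho of -0.35 with mean expression, and 53.6% of calls with a mean of at least 5 FPKM were higher, against 72.3% of all calls. Whether that follows from which genes of low expression could be tested stays open. RNA of other cells may also contribute in R200Q. Of 24 listed endothelial genes under 5 FPKM in control, tested or not, 23 had higher FPKM there. How much of the excess such genes make up was not tested. In the Delta-labelled pool GC content and length may account for part of the excess: higher calls made up 32% in the class of highest GC content and 36.5% in that of the shortest transcripts, and 44.1% of calls of at least 1.5-fold with the trends removed, against 61.6% without that removal.

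Tph2, Slc6a4 and Ddc were lower in each mutant pool. A lower share of serotonergic neurons is argued against as the whole cause: Fev fell by 0.22 at most on the log2 scale, and the mean of Fev and Slc18a2 lay above that of the 3 genes by 0.75, 0.62 and 0.97 in N246K, R200Q and the Delta-labelled pool, or 3.09, 2.58 and 4.02 times its error. Slc18a2 was added after its values were seen. Length and GC bias is argued against as the whole cause, since with the trends removed the 3 genes stayed lower in each pool, the smallest log2 change being -0.43. Their mean was then -0.54, -0.53 and -0.997, or 3.30, 3.22 and 6.13 times its implied error. The 3 genes were singled out from the list after their values were seen, which favours large changes. An effect of the Lmx1b alleles remains a hypothesis, since replicate, batch and sex differences between the pools were not tested for these genes. High values in the shared control pool would also make them lower in each mutant pool, which was not tested either.

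The presynaptic list had 5 genes called lower in N246K, yet its median was not low among lists matched on expression, at percentile 41.4. Matched also on length and GC content it lay at 3.4. A test of whether matching removes a low median is void where the median was not low, so for the list as a whole bias cannot be told apart from an allele effect. For the 5 called genes, bias is argued against as the whole cause: their mean log2 fold change was -0.70, and -0.61 with the trends removed, or 5.37 times its implied error. Among them Pclo moved by more than its implied error, from -0.74 to -0.40, while Cplx2 went from -0.66 to -0.80. The 5 genes were singled out because they were called, which favours large changes, and the test was chosen with their values known. An allele effect on them remains a hypothesis, since replicate, batch and sex differences were not tested.

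Vascular markers were higher in R200Q and N246K, with medians of 2.60 and 1.65 over 6 tested genes, all called. A lower serotonergic share is argued against, since GABAergic and glycinergic markers reached at most 0.98 in R200Q. A low control pool is argued against, since the median was -0.50 in the Delta-labelled pool, over 3 tested genes. RNA of endothelial cells is a candidate source. In a second list of 30 endothelial genes fixed before its test, the 19 tested genes under 5 FPKM in control were all higher in R200Q, with a median of 2.72. Testing favours raised genes, but of all 24 listed genes under 5 FPKM in control, 23 had higher FPKM in R200Q and 23 in N246K. The control pool held 6 of the 30 at 5 FPKM or more. Whether the cells differ by genotype or by sorting was not tested.

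The other marker lists gave medians for N246K, R200Q and the Delta-labelled pool of 0.49, 0.59 and -0.05 for astroglia and progenitors, and 0.61, 0.85 and -0.49 for oligodendroglia. GABAergic and glycinergic markers gave 0.10, 0.40 and 0.48. Few genes were tested for microglia (2.55, 0.15 and -0.07), erythroid cells (1.47, 2.83 and 1.80), glutamatergic cells (2.57, 1.499 and 0.92) and cholinergic motor cells (-0.41, 0.56 and 0.22).

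Cwc22 and Rpl3 were lower in N246K by more than 8-fold. A deletion reaching their neighbours is argued against: the 8 nearest tested genes had a median log2 fold change of -0.11 and none was called. The lowest of the 8, read before the median was, stood at -0.57 for Cbx7 beside Rpl3. Snord83b, at -0.99, was first counted as a neighbour and left out because it has the coordinates of Rpl3. A strain variant was not tested.

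Gapdh and Ppia, chosen after their values were seen, were listed at 3.29 and 0.24 FPKM in control, against 3279 for Actb in the authors' deposited table. Reads shared with processed pseudogenes could be a cause, and 2 ways of counting pseudogenes disagreed over 82 ribosomal protein genes. The first asked for an alignment over 50% of the longest isoform, and Spearman's rho of control FPKM with pseudogene number was 0.036 (two-sided permutation p-value 0.749, r -0.056 with 0.604). It found no pseudogene for Ppia, so a second way asked for 50% of the pseudogene. That gave -0.25 (p-value 0.0243, adjusted over both 0.0487; r -0.19 with 0.0641, adjusted 0.128). Since the second way was chosen after the first result, with a gene of the pattern in view, the explanation cannot be told apart from others.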
